A study of Mus musculus with 22 samples. Its data were reported in "The NALCN channel regulates metastasis and nonmalignant cell dissemination" (2022).

How the data were processed

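The data were single-cell RNA profiles of mice made with droplet capture (10x Chromium 3' chemistry), in which a barcode stands for a droplet and a unique molecular identifier (UMI) for a captured transcript. The 22 libraries held sorted blood cells carrying the ZsGreen lineage tag from mice without tumours (ntCZC), pooled solid organs of such mice (tissue: kidney, liver, lung, stomach and epididymis or uterus), and unsorted peripheral blood mononuclear cells (PBMC). Mice carried a tamoxifen-inducible recombinase under the Prom1 promoter and were labelled wild type (wt), heterozygous (het) or null for the sodium leak channel gene Nalcn. Per the labels and the methods, the authors aligned reads to the mouse mm10 genome with Cell Ranger (3.0.2 in the matrix headers) and deposited the filtered matrices of called barcodes as whole-number UMI counts per gene and barcode. The deposited counts carried no normalization, no doublet removal and no quality filter of the later steps. Organs had been marked with hashtag antibodies before pooling, and hashtag counts were not used here, so no barcode had an organ of origin.

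Groups came from the labels alone. There were 2 wt, 4 het and 4 null ntCZC libraries, 5 wt, 2 het and 2 null tissue libraries, and 1 wt PBMC library. Another 2 tissue libraries had a title and a strain entry that named different genotypes, so they stayed without a group and entered no main comparison of groups. Their cells were clustered and counted as tissue in the majorities of clusters. Replicate pairs of every group were compared by a chi-square over genes. The lowest value among 25 pairs was 4.11 per degree of freedom, so no pair was counted as 1 sample. This shows that the libraries were distinct, not that the mice were. Tissue wt replicates 1 and 2 (both male, 571 days), tissue het replicates 1 and 2 and ntCZC het replicates 2 and 4 (all male, 551 days) share age and sex, and whether a pair came from 1 mouse is not stated. If so, these groups held fewer independent mice than libraries. Each of the 31053 matrix entries named a gene, and 30934 identifiers (99.6%) were found in the GENCODE vM21 annotation of the same build, from which coordinates were taken.

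The 179929 barcodes comprised 2501 in ntCZC, 143502 in the 9 tissue libraries with a group, 752 in the PBMC library, and 10777 and 22397 in the 2 tissue libraries without a group. Total UMIs per library ran from 161541 to 2600526 in ntCZC and from 8571019 to 139793936 in tissue libraries with a group. For clustering, barcodes needed at least 200 genes and at most 25% mitochondrial UMIs, which 95843 met (50.7% of barcodes in tissue libraries with a group). Doublets in the hashtagged tissue libraries, those without a group included, were removed by Scrublet score at an expected rate of 0.8% per 1000 barcodes, up to 25%. This removed 15088 barcodes, 16.2% of those passing in these libraries, and no ntCZC or PBMC barcode was removed. The remaining 80755 cells were scaled to 10000 UMIs, log-transformed, reduced to 2000 variable genes and 50 principal components, linked to 15 neighbours and clustered by Leiden at resolution 1, giving 37 clusters. No integration across libraries was applied.

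A cluster took a name followed by "-like" when at least 3 markers of a class, from fixed lists of 36 classes, lay 2-fold over the other clusters and in at least 10% of its cells. The rule that refuses a name to clusters whose 10 leading genes point to another class was refined after clusters had been seen. It left 7.54% of ntCZC, 14.5% of tissue and 0 of 679 PBMC cells without a broad name, and per ntCZC genotype 0 of 502 wt, 7.70% of het and 12.8% of null cells. The epithelial gene set used for the check against platelets left out Krt80 after this gene had been seen in monocyte-like cells.

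Tests across genes used counts summed per library, because libraries and not cells are replicates. The main test was the edgeR (4.0.16) quasi-likelihood test with TMM scaling, filterByExpr, sex as covariate and Benjamini-Hochberg adjustment at 0.05. All barcodes entered the ntCZC and tissue sums. Tissue genotypes were compared within fibroblast-like, endothelial-like, kidney proximal tubule-like and macrophage-like cells, in libraries with at least 20 such cells and where each genotype had at least 2 such libraries. The invasion and epithelial-mesenchymal transition (EMT) list holds the 10 genes that the study's text gives as examples, not its whole gene sets, and was tested with fry of limma (3.58.1). Shares per library were compared by exact two-sided permutation of library labels. Intervals are exact 95% Clopper-Pearson or Poisson intervals and limits for a count of 0 use 3 counts. Both cover counting error only. To compare shares of cells with a UMI, cells were thinned to 1000 UMIs.

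Named genes were the lists taken from the study's text (haemoglobins, Anxa2, Lgals3, epithelial genes, Ptprc, invasion and EMT genes, Nalcn, Prom1, sex genes) and, per comparison, up to 3 genes per direction with the largest fitted change among those past the threshold, with a mean of at least 10 CPM in the higher group and no overlap between libraries of both groups. Groups, tests, cell type markers, the naming rule for genes and most alternatives were chosen before the data were examined. Alternatives were DESeq2 (1.42.0), RLE scaling, no filter on low counts, no sex covariate, stricter barcode filters, barcodes found in more than 1 library removed, haemoglobin genes removed, other clusterings, 50 cells per library, a replicate block, doublets kept, both readings of the conflicting labels, and each library left out. Leaving out neutrophil-like cells, a minimum of 500 genes for the haemoglobin share of ntCZC against tissue, other definitions of the erythroid-like, leukocyte-like and epithelial-like shares, monocyte-like cells alone and a replicate block for ntCZC against tissue were added after seeing the data. Marker lists for large peritoneal macrophages, Kupffer cells, alveolar macrophages and B-1 cells were also written after clusters had been seen.

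The gene test was checked on simulated counts with 200 changed genes in each comparison. It recovered 25 of them for ntCZC null against wt (9379 genes), 48 for het against wt, 73 for null against het and 156 for ntCZC against tissue (12528 genes), with 1, 7, 2 and 6 false calls. In the tissue classes it recovered 86 to 130. The low recovery against wt limits what a count of 0 can say there. Software was Python 3.11.15, scanpy 1.11.5, scipy 1.17.1, leidenalg 0.10.2 and R 4.3.3.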

Results

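The data comprised 22 single-cell libraries from mice without tumours. Circulating cells carrying the ZsGreen lineage tag (ntCZC) came from 10 libraries, 2 wt, 4 het and 4 null for Nalcn. Pooled solid organs (tissue) came from 9 libraries with an assigned genotype, 5 wt, 2 het and 2 null, and blood mononuclear cells (PBMC) from 1 wt library. A pair of tissue libraries with conflicting labels entered no main comparison of groups, but counted as tissue in the majorities of clusters. The labels name no animals, so n counts libraries. ntCZC libraries held 50 to 621 barcodes, with 289 ± 300 (SD, n = 2) in wt, 251 ± 252 (SD, n = 4) in het and 230 ± 129 (SD, n = 4) in null. In ntCZC wt replicate 3 the median barcode had 325 UMIs and 45 genes, and 11 of its 77 barcodes were clustered. The PBMC library held 752 barcodes and 1422144 UMIs. The filter stated by the study, read as over 100 and under 5000 genes, under 20% mitochondrial UMIs and within 3 median absolute deviations, left 559 of them.

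Nalcn (chromosome 14, 123276634 to 123627144, minus strand, mm10) is the targeted gene and was looked at first. No Nalcn UMI was found in the 10 ntCZC libraries, which allows up to 0.224 CPM over their pooled counts, or in the PBMC library. In tissue it stood at 0.114 ± 0.0933 CPM (SD, n = 5) in wt, 0.131 ± 0.0378 (SD, n = 2) in het and 0.329 ± 0.0808 (SD, n = 2) in null, from 39, 11 and 24 UMIs. Both tissue libraries labelled null (0.272 and 0.386 CPM) lay above the highest wt library (0.204 CPM). The study's Nalcn allele is conditional and was recombined through the Prom1 promoter, so unrecombined cells of the pool can keep the transcript. The level can therefore neither back nor refute the null labels of tissue. In tests chosen after these values were seen, null against wt gave an exact two-sided permutation p of 0.0952 over 21 splits (the smallest possible being 0.0476) and, for the pooled UMIs alone, an exact Poisson p of 1.80e-04. In barcodes with at least 200 genes and at most 20% mitochondrial UMIs these were 0.286 and 0.320, from 7 and 23 UMIs. Tissue libraries are called null by their labels. Prom1 had 0 UMIs in ntCZC and 10.2 ± 8.89 CPM (SD, n = 9) in tissue.

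Transcripts of Xist and of Y-linked genes matched the labelled sex of each library except tissue null replicate 3. This library, labelled female, held Xist at 1347 CPM and Y-linked genes at 31.2 CPM.

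The first question was whether circulating tagged cells resemble cells of normal organs. In the joint clustering, 1951 of 2109 ntCZC cells (92.5%, 95% Clopper-Pearson interval 91.3 to 93.6) lay in clusters in which tissue cells were the majority, and so did all 679 PBMC cells. For these majorities the 2 tissue libraries without a group (3950 and 13112 cells) counted as tissue beside the 60905 tissue cells with a group. Against 2109 ntCZC cells, tissue held the majority in 36 of the 37 clusters, and in all 28 at resolution 0.5, all 53 at resolution 2 and all 28 with 20 principal components, where a share of 100% followed from the numbers of cells. This share therefore does not measure how alike the cells were, and the classes of the clusters are given instead. Only 16 ntCZC cells (0.759%) lay in tissue-majority clusters not named leukocyte-like, which rose to 789 (37.4%) at resolution 2. Leukocyte-like cells made up 1935 ntCZC cells (91.7%). Of the 2109 cells, 1306 (61.9%) were monocyte-like, 275 (13%) B cell-like, 115 (5.45%) neutrophil-like and 139 (6.59%) in a cluster led by NK and T cell genes. Another 158 (7.49%) formed an unnamed cluster. In the PBMC library 258 of 679 cells (38.0%) were T cell-like and 247 (36.4%) B cell-like. Tissue cells were 47.7% leukocyte-like, 16.8% endothelial-like and 13.8% epithelial-like. Epithelial-like clusters held 6 ntCZC cells (0.284%, 0.104 to 0.618).

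**Figure D1:**
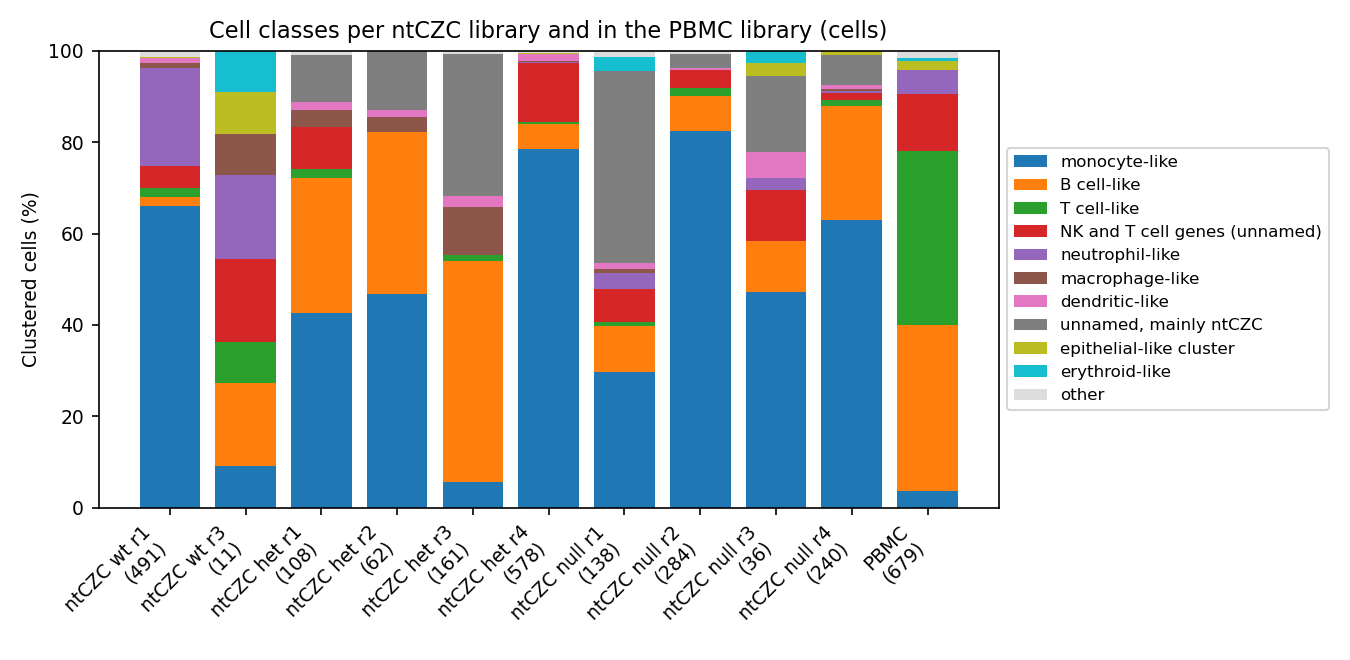
Share of clustered cells (y axis, percent) of each class in each ntCZC library and the PBMC library (x axis, cells in brackets), with stacked colours for classes, dark grey for the unnamed cluster and light grey for the rest. Neutrophil-like cells lie mainly in the wt libraries, and the unnamed cluster is absent from both wt libraries and from het replicate 4.

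Genes were then compared between ntCZC and tissue over 12528 genes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7932 differed, 3166 higher and 4766 lower in ntCZC. RLE scaling called 7971 (2175 higher, 5796 lower) and DESeq2 10420 (2858 higher, 7562 lower), so the split between directions depended on the scaling. The median log2 change over all genes was -0.15, and the other scalings moved it by -0.26 and -0.25. The main calls included 6941 of the RLE and 7097 of the DESeq2 calls. In 18.6% of genes the libraries of both kinds did not overlap, against 0.00217% by chance.

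Among the genes fixed beforehand, Ptprc, which encodes the leukocyte antigen CD45, was higher in ntCZC, at 732 ± 467 CPM (SD, n = 10) against 293 ± 116 (SD, n = 9), with a log2 change of 1.52 and an adjusted p of 1.23e-04. Epithelial genes were called in 7 of the 7 that could be tested of 9 listed, also when adjusted over the list alone, and 6 were lower in ntCZC. Epcam fell by 4.37 on the log2 scale (adjusted p 9.62e-06) and Cdh1 fell by 4.92. The exception was Krt80 (chromosome 15, 101347444 to 101370162, minus strand), which was 85.7 ± 50.7 CPM (SD, n = 10) in ntCZC and 17.9 ± 5.69 (SD, n = 9) in tissue, a log2 change of 2.17 (SE 0.32, adjusted p 1.16e-05). In cells thinned to 1000 UMIs, a Krt80 UMI was found in 18.4% of 1222 ntCZC monocyte-like cells and 28.6% of 21 PBMC monocyte-like cells. The share was 8.11% in tissue monocyte-like, 10.0% in tissue endothelial-like and 0.991% in tissue epithelial-like cells. As background, B cell-like cells had 0.383% in ntCZC and 0.338% in tissue. Without thinning the shares were 49.5% in ntCZC monocyte-like (median 4563 UMIs), 52.0% in PBMC monocyte-like (2350), 18.1% in tissue monocyte-like (2060), 19.0% in tissue endothelial-like (1611), 3.43% in tissue epithelial-like (2490), 0.364% in ntCZC B cell-like (3097) and 0.620% in tissue B cell-like cells (1342). Thinning left out 84 ntCZC, 4 PBMC and 496 tissue monocyte-like cells, 2032 tissue endothelial-like, 1439 tissue epithelial-like, and 14 ntCZC and 2233 tissue B cell-like cells with fewer UMIs.

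**Figure D2:**
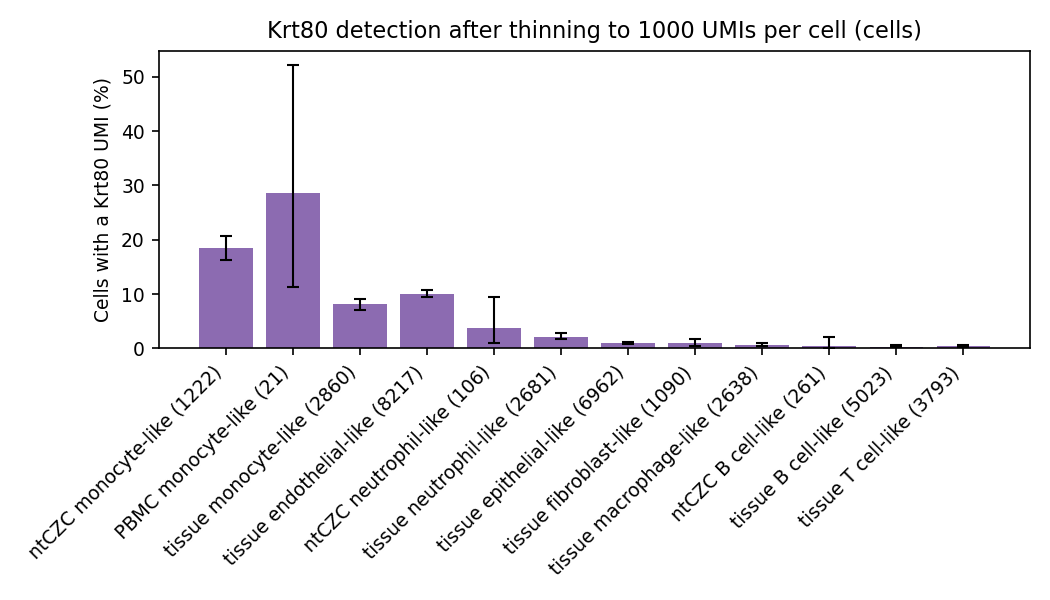
Share of cells with a Krt80 UMI after thinning to 1000 UMIs (y axis, percent), by sample kind and class (x axis, cells in brackets), with 95% Clopper-Pearson intervals of counting error as bars. Monocyte-like and endothelial-like cells lie above the epithelial-like cells of tissue.

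Anxa2 and Lgals3, which the study associated with circulating tagged cells, did not differ detectably from tissue. The study named both in circulating cells of tumour-bearing mice that matched human circulating tumour cells, and stained LGALS3 protein against PBMC. Pooled organs are another reference, so this comparison does not test that association. Anxa2 stood at 292 ± 190 CPM (SD, n = 10) against 247 ± 53.5 (SD, n = 9), a log2 change of 0.18 (adjusted p 0.53), and Lgals3 at 749 ± 505 against 762 ± 991, a log2 change of 0.26 (adjusted p 0.716). Their directions turned with the scaling or the barcode filter. Of the invasion and EMT genes (listed with the genotype tests), 8 of 9 tested were called, also when adjusted over the list alone, and of the 9 tested 1 was higher and 8 lower in ntCZC. By the naming rule, the genes with the largest increase in ntCZC were Serpinb2 (128 ± 85.0 against 2.46 ± 1.40 CPM, log2 5.70, adjusted p 4.18e-08), Eno3 (130 ± 93.5 against 4.41 ± 0.867 CPM, log2 4.78, adjusted p 9.66e-08) and Pilrb1 (52.5 ± 27.4 against 3.76 ± 1.06 CPM, log2 3.92, adjusted p 9.60e-09). The largest decreases were in Spink8, Cst12 and Cst8, which had 0 UMIs in ntCZC and 1042 ± 929, 244 ± 359 and 113 ± 235 CPM in tissue, at least 3461-fold, 848-fold and 435-fold lower against a floor of 3 counts over the group. With 1 library left out, the log2 change ran from -22.31 to -15.05 for Cst12 (main -19.09) and from -21.58 to -13.01 for Cst8 (main -17.78). Both were weakest without tissue null replicate 3, so the size of these decreases depended in part on that library.

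Haemoglobin transcripts (Hba-a1, Hba-a2, Hbb-bs and Hbb-bt) were named by the study as a feature of circulating tagged cells. Their reads can be split between near-identical copies, so they were summed. They took 17.9% ± 22.7 of UMIs (SD, n = 10) in ntCZC and 1.31% ± 1.08 (SD, n = 9) in tissue, a difference of 16.6 percentage points (two-sided permutation p = 0.0124). All 4 genes were called by edgeR over all genes and when adjusted over the list alone. Without ntCZC wt replicate 3 none of the 4 was called, and their log2 changes fell from between 4.27 and 4.41 to between 1.57 and 1.76. None was called in barcodes with at least 200 genes and at most 20% mitochondrial UMIs. The PBMC library had 8.80%. In ntCZC, 95.3% of haemoglobin UMIs lay in 312 barcodes with under 200 genes, against 33.5% in tissue. In barcodes with at least 200 genes and at most 20% mitochondrial UMIs the difference was 2.20 points (permutation p = 0.527). In barcodes with at least 500 genes, a limit chosen after seeing the data, the share was 0.00734% in ntCZC and 0.434% in tissue (p = 1.08e-05, the smallest these permutations can give).

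Between genotypes, ntCZC haemoglobin shares were 1.67% and 73.5% in wt, 4.06%, 0.333%, 4.63% and 6.04% in het and 25.2%, 6.16%, 32.4% and 25.3% in null. Het and null together had 13% ± 12.4 (SD, n = 8) against 37.6% ± 50.8 (SD, n = 2) in wt (exact two-sided permutation p = 0.178, the smallest possible being 0.0222). Without wt replicate 3 the difference changed sign, to 11.3 points. Null exceeded het by 18.5 points, 22.3% ± 11.2 (SD, n = 4) against 3.77% ± 2.44 (SD, n = 4), with an exact permutation p of 0.0286, the smallest that 70 splits can give. Leaving out any het library gave an exact permutation p of 0.0571. In barcodes with at least 500 genes the difference was 0.00569 points (exact permutation p = 0.0857). Sex was uneven, with 1 male and 3 females in null and 3 males and 1 female in het. Permuting within sex gave an exact p of 0.0625, the smallest of 16 arrangements.

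**Figure D3:**
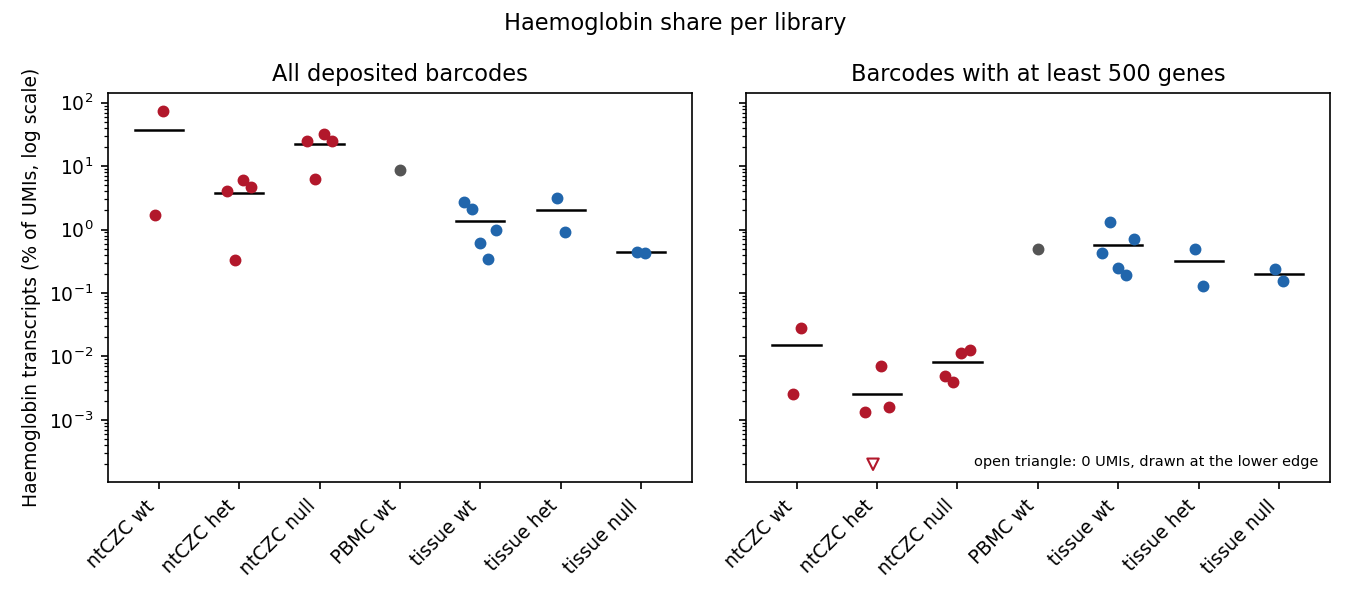
Haemoglobin transcripts as percent of UMIs (y axis, log scale) per library (points) by group (x axis), for all barcodes on the left and those with at least 500 genes on the right, with lines at group means and open triangles for a library with 0 UMIs drawn at the lower edge. Null ntCZC libraries lie above het on the left.

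The shares of leukocyte-like, erythroid-like and epithelial-like cells did not differ detectably between ntCZC genotypes by exact two-sided permutation tests. Leukocyte-like cells were 83.1% ± 15.7 (SD, n = 8) of het and null cells and 90.8% ± 12.7 (SD, n = 2) of wt cells (exact p = 0.578). Erythroid-like cells were 0.71% against 4.55% (p = 0.2, exact permutation) and epithelial-like cells 0.473% against 4.65% (p = 0.0667, exact permutation), where wt replicate 3 had 11 cells in all. Null against het gave exact permutation p values of 0.657, 0.429 and 0.429 for the same classes. Neutrophil-like cells, a class looked at only after the data had been seen and not among these tests, were 19.8% ± 2.26 (SD, n = 2) of wt, 0.0433% ± 0.0865 (SD, n = 4) of het and 1.70% ± 1.77 (SD, n = 4) of null cells. Both wt libraries (105 of 491 and 2 of 11 cells) lay above every het and null library, of which the highest had 3.62%.

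Gene tests between ntCZC genotypes covered 9379 genes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, null against wt gave 0 genes, with 360 at unadjusted p under 0.05 and 16 by DESeq2. Null against het gave 0, with 686 at unadjusted p under 0.05 and 20 by DESeq2. Het against wt gave 10 genes, 1 higher and 9 lower. Without wt replicate 1, null against wt rose to 64 and het against wt to 96 genes, and without het replicate 4 null against het rose to 25. Klf9 (chromosome 19, 23141226 to 23168134, plus strand) was 81.9 ± 34.8 CPM (SD, n = 4) in het and 4.78 ± 6.76 (SD, n = 2) in wt, a log2 change of 2.99 (SE 0.47, adjusted p 0.0454), and fell short of the threshold under 13 of 20 alternatives. S100a9 had 2 UMIs in het and 12605 in wt, a ratio of 17500 (95% counting interval 4843 to 144516, adjusted p 0.0246), and Cxcr2 3 and 398, a ratio of 368 (125 to 1794, adjusted p 0.00697). S100a8 stood at 10.2 ± 4.37 against 2997 ± 2855 CPM (adjusted p 0.0454). Of the 10 genes, 5 were markers by which neutrophil-like cells were named. These cells were mainly in wt (107 of the 115), and leaving them out, an alternative added later that takes those UMIs away by construction, gave 0 genes, with 605 at unadjusted p under 0.05. Of the fixed lists, none had a call over all genes. Adjusted over the list alone, het against wt called 4 haemoglobin genes and Mmp9, all lower in het, and null against het called Anxa2, higher in null, and Zeb1, lower in null. The haemoglobin level of wt rested on replicate 3 (73.5% of UMIs against 1.67% in replicate 1), and without it the share difference of het and null against wt changed sign, to 11.3 points.

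The invasion and EMT list held 10 genes that the study named as examples of those raised in stomach stem cells after Nalcn was deleted. Its full gene sets were not used here. In ntCZC 4 of its 10 genes could be tested (Mmp9, Mmp19, Sparc and Zeb1). In null against wt 3 were lower and 1 higher, with a median log2 change of -1.74. The rotation test fry of limma, run over all 10 ntCZC libraries, gave a p of 0.0139 for a decrease of these 4 genes, which does not speak for the other 6 or for the full sets. With camera the p was 0.0151, without null replicate 2 fry gave 0.131, and with neutrophil-like cells left out 0.0966.

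In tissue, libraries were compared by their labelled genotype within 4 cell classes. In endothelial-like cells (12051 genes) edgeR called 0 genes for null, with 761 at unadjusted p under 0.05 and 10 by DESeq2, and 0 for het, with 782 and 5. In macrophage-like cells (7887 genes) it called 0 for null, with 482 and 9, and 0 for het, with 346 and 2. In fibroblast-like cells (4419 genes) het gave 0, with 284 at unadjusted p under 0.05 and 0 by DESeq2, and libraries labelled null gave 3, all higher. These were Gpx5 (270 ± 9.93 against 18.4 ± 28.6 CPM, log2 4.73, adjusted p 0.00583), Defb20 (201 ± 3.24 against 7.68 ± 9.88 CPM, log2 4.35, adjusted p 0.00583) and Spag11b (131 ± 5.24 against 13.5 ± 24.6 CPM, log2 4.63, adjusted p 0.0290), with SD over libraries. DESeq2 called 1 gene, which was among the 3. In null replicate 3, labelled female, 23.8% of 126 fibroblast-like cells had Y-linked and no Xist UMIs (95% Clopper-Pearson interval 16.7 to 32.2). The sex covariate nevertheless took this library as female, and the 3 genes are epididymal transcripts. Null counts rose to 4 endothelial-like genes without wt replicate 2, 7 macrophage-like genes without null replicate 2 and 7 fibroblast-like genes without wt replicate 3, where het gave 9. Spag11b was not called in fibroblast-like cells without wt replicate 2 (log2 3.95), wt replicate 4, null replicate 2 or null replicate 3.

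In kidney proximal tubule-like cells (8580 genes) libraries labelled null gave 4 genes, all higher. They were Cst11 (65.8 ± 34.5 against 0.983 ± 1.35 CPM, adjusted p 0.0224), Spag11b (197 ± 98.1 against 5.08 ± 7.58 CPM, adjusted p 0.0391), Gpx5 (280 ± 84.0 against 9.89 ± 13.2 CPM, adjusted p 0.0391) and Defb20, which lay outside the naming rule for this class and was chosen after its values were seen. DESeq2 called 18 genes, none of them among these 4. The 4 genes are the epididymal transcripts examined further below. The sex covariate took null replicate 3 as female, like wt replicate 4, the only female wt library in this fit. Over all barcodes the 6 epididymal markers stood at 5957 CPM in null replicate 3 and 4.55 CPM in wt replicate 4. The covariate thus cannot account for epididymal transcripts in that null library. Het gave 54 genes, 17 higher and 37 lower, of which 49 were among the 250 of DESeq2. By the rule these included Gm10639 (119 ± 50.6 against 23.0 ± 15.5 CPM, log2 2.60, adjusted p 0.0316), Fabp1 (173 ± 74.1 against 54.4 ± 22.4 CPM, log2 1.92, adjusted p 0.0322), Nap1l5 (57.4 ± 3.26 against 20.3 ± 4.76 CPM, log2 1.75, adjusted p 0.0304) and, lower, S100a8 (2.80 ± 2.30 against 90.6 ± 71.0 CPM, adjusted p 0.0316), with 1 Gm6614 UMI against 146 and 3 Aqp4 UMIs against 204. S100a8 is among the markers by which neutrophil-like cells were named, so its level here need not come from kidney cells. With 1 library left out, the null count was 0 without wt replicate 2, wt replicate 4 or any of the het and null libraries, and 11 without wt replicate 1 or wt replicate 3. The het count was 0 without het replicate 2, 1 without wt replicate 2, 3 without wt replicate 4 or either null library, 5 without het replicate 1, 147 without wt replicate 3 and 381 without wt replicate 1.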

Values the study reported

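The study gave 559 PBMC profiles for its single-cell comparison. It described 1,701 circulating tagged cells from mice with gastric tumours and 119 from mice with intestinal tumours. Blood of tumour-free mice was examined in 87 animals with intact Nalcn, 50 with 1 floxed allele and 37 with both.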

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

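The Poisson test of the Nalcn level and the platelet check were chosen after their results were seen. The haemoglobin test of the unassigned library was written beforehand.

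In the 4 ntCZC het libraries, the epithelial-like share of replicate 4 (0.173%) lay apart from the other libraries, all at 0. It rested on 1 of 578 cells. Over 10 measures, 27 groups were tested for a library far from the others and 1 passed the limit, while chance gives about 1 in 20. The cell held 144 platelet UMIs against 1 epithelial UMI, and all 6 ntCZC cells of epithelial-like clusters held more platelet than epithelial UMIs, so platelets or platelet-leukocyte aggregates are a candidate source. A biological origin in epithelium was not supported by these UMIs, and a single cell leaves it open.

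Among libraries outside every comparison, the male tissue library with conflicting labels (het by title, null by strain) had 6.33% haemoglobin UMIs, above the highest tissue wt library (2.73%). Of its haemoglobin UMIs, 85.5% lay in barcodes with under 200 genes, which is consistent with red cells or free RNA in the suspension. The labels give it no genotype, so no biological explanation was tested.

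The same library had Nalcn at 0.355 CPM from 9 UMIs, against 0.123 CPM in the pooled tissue wt libraries and 0.204 in the highest of them. Counting error alone is argued against by an exact two-sided Poisson p of 0.00794, a test that leaves out the spread between libraries. Tissue libraries labelled null had 0.272 and 0.386 CPM. A different mix of organs in the pool may account for it and was not tested, and neither was genotype.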

How the results depend on the processing

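The settings that leave out neutrophil-like cells, take monocyte-like cells alone, use a replicate block or barcodes with at least 500 genes for ntCZC against tissue, or redefine shares were chosen after the result was seen. Among values that answer a comparison, 121 kept direction and side of the threshold under alternatives, 47 counts moved by over 1.5 times, 5 values fell short of the threshold and 5 reversed. With 1 library left out these numbers were 173, 35, 5 and 5. For values of single genes, 247 were kept, 68 levels or shares of cells with a UMI moved, 60 calls fell short and 5 reversed, and with 1 library left out 385 were kept, 72 fell short and 2 reversed. Where no cause is named, the cause was not tested.

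DESeq2 gave 118 genes for ntCZC het against wt, 20 for null against het and 16 for null against wt. In tissue it gave 5 (het) and 10 (null) endothelial-like, 250 and 18 kidney, 2 and 9 macrophage-like genes, and 1 fibroblast-like gene for null. None of the 4 kidney null genes was among the 18, while 49 of the 54 kidney het genes, 1 of the 3 fibroblast-like genes and all 10 for ntCZC het against wt were shared. Without the filter on low counts there were 92 (het against wt), 60 (null against het), 4 (null against wt), 261 and 122 (endothelial-like het and null), 98 and 42 (fibroblast-like), 771 and 127 (kidney) and 80 and 94 (macrophage-like). Het against wt gave 5 genes with RLE, 3 without sex, 5 with shared barcodes removed and 6 with 50 cells per library, where null against het gave 1. Requiring a log2 change of 1 left 5052 genes for ntCZC against tissue, fewer by construction.

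Kidney het counts were 0 without sex, 7 with doublets kept, 109 at resolution 2, 926 with the conflicting libraries grouped by title and 0 by strain. Kidney null counts were 1 with doublets kept, 0 by title and 0 with shared barcodes removed. Fibroblast-like null counts were 0 by title, by strain and with doublets kept, and het 3 by title. Macrophage-like null counts were 1 without sex and 6 by strain. Leaving out neutrophil-like cells gave 0 for het against wt and a p of 0.0966 for the EMT list.

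Haemoglobin of ntCZC against tissue fell to 2.20 points at 200 genes and 20% mitochondrial UMIs and reversed to -0.427 at 500 genes, since barcodes with few genes held most of it. Null against het was 19.0 points with shared barcodes removed (18.5 before, exact permutation p 0.0571) and 0.00569 at 500 genes. Erythroid-like het and null against wt reversed to 1.31 as haemoglobin-dominated barcodes, and leukocyte-like reversed to 7.64 at resolution 0.5 and with unnamed clusters counted as leukocytes, and to 0.601 at resolution 2. Uncalled log2 changes reversed in the results for Anxa2, ntCZC vs tissue genes, to -0.0294 (DESeq2), -0.0531 (RLE) and -0.340 (200 genes), and for Lgals3, ntCZC vs tissue genes, to -0.0140 (DESeq2) and -0.355 (200 genes).

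Correlations of deviations gave no pairing by replicate number. They ran from -0.152 to 0.166 within ntCZC (over 0.1 in 1 of 8 same-numbered pairs), were over 0.1 in 0 or 1 of 5 pairs in each tissue class, and ran from -0.0373 to 0.0663 between ntCZC and tissue (over 0.1 in 0 of 6). Of these 6 pairs, 4 share age and sex and 2 differ in age, and whether any came from 1 mouse is not stated. A block of genotype and number for ntCZC against tissue gave 7189 genes and called none of the 4 haemoglobin genes. With the replicate block het against wt gave 0 genes and the EMT list p 0.639, with a mean change of 1.02 and a median of -0.85. The block without sex gave 2 endothelial-like het, 5 fibroblast-like het, 189 kidney het and 25 kidney null genes.

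With each library left out in turn, counts ran from 0 to 64 (null against wt, without wt replicate 1), 2 to 96 (het against wt, without het replicate 2 and wt replicate 1), 0 to 25 (null against het, without het replicate 4) and 7138 to 9247 (ntCZC against tissue). Fibroblast-like ran from 2 to 7 (null, without wt replicate 3) and 0 to 9 (het, without wt replicate 3), endothelial-like from 0 to 4 (null, without wt replicate 2) and 0 to 0 (het), kidney from 0 (without wt replicate 2 or 4 or any het or null library) to 11 (null, without wt replicate 1 or 3) and 0 (without het replicate 2) to 381 (het, without wt replicate 1), macrophage-like from 0 to 7 (null, without null replicate 2) and 0 to 0 (het). Haemoglobin het and null against wt ran from -60.5 to 11.3, null against het from 15.1 to 23.9 and ntCZC against tissue from 10.4 to 18.6. Erythroid-like ran from -8.38 to 0.71 (het and null against wt) and 0.926 to 1.89 (null against het), leukocyte-like from -16.7 to 1.29 and -11.8 to 3.00, and epithelial-like from -8.62 to 0.269 and 0.235 to 1.16. Reversals came without wt replicate 3 (haemoglobin, erythroid-like, epithelial-like), wt replicate 1 (leukocyte-like) and null replicate 1 (leukocyte-like null against het). The EMT p ran from 0.00542 to 0.131 (without null replicate 2). Anxa2 ran from -0.0648, reversed without ntCZC wt replicate 1, to 0.278, and Lgals3 from -0.0719, reversed without tissue null replicate 2, to 0.566. Leaving out a library of a pair leaves 1, assumed to vary like the other groups.

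Depth was low in several sums tested, such as ntCZC wt replicate 3 with 161541 UMIs and the fibroblast-like cells of tissue wt replicate 1 with 99466 UMIs in 24 cells.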

Other observations

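The tests on peritoneal macrophages, Kupffer cells, the haemoglobin of the unassigned library and epididymal free RNA had their predictions written before the test was run, and all other tests described here were chosen after the result was seen. The lists for peritoneal macrophages and Kupffer cells were themselves written after the leading genes of the cluster had been seen, so these tests are not independent of it.

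Haemoglobin UMIs of ntCZC lay to 95.28% in barcodes with under 200 genes, a form consistent with red cells or their free RNA captured beside the sorted cells. The excess of null over het libraries may also follow from sex. Permutation within sex cannot decide, since its exact p of 0.0625 was the smallest that its 16 arrangements can give. In males null had 6.16% (1 library) and het 3.48% (3 libraries). In females null had 27.6% (3 libraries) and het 4.63% (1 library). Null was higher in both sexes, but each sex had 1 library on a side, so sex stays open. Fewer other cells per library could raise the share as well. Null libraries held 40.75 haemoglobin-dominated barcodes on average and het 13.75, with an exact permutation p of 0.1714, which does not decide. A genotype effect remains among the open explanations.

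Barcodes carried between libraries by index hopping could make ntCZC resemble tissue leukocytes. ntCZC and tissue libraries shared 103 barcodes against 98.3 at the rate among tissue libraries, a ratio of 1.048 (95% counting interval 0.856 to 1.27). This ratio cannot decide, since the rate among tissue libraries could itself hold hopped barcodes. Of 2501 ntCZC barcodes, 122 were found in another library. Hopping between called barcodes of these libraries would leave a barcode in both, so it can concern only these 122. With shared barcodes removed, 1846 of 2003 ntCZC cells (92.2%) still lay in tissue-majority clusters. Tissue held the majority in 39 of 40 clusters there, so this share followed from cell numbers and does not bear on hopping. The remaining candidates, such as leukocytes that carry the tag or pass the sort, were not tested.

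The unnamed cluster of 158 ntCZC cells held 41 of 60905 tissue cells (0.0673%) and 0 of 679 PBMC cells. By library it held 0 of 491 and 0 of 11 wt cells, 11 of 108, 8 of 62, 50 of 161 and 0 of 578 het cells, and 58 of 138, 9 of 284, 6 of 36 and 16 of 240 null cells. Prg4 led it at 4899 CPM, against 34.1 in the next cluster. Of 10 genes listed for large peritoneal macrophages, 8 were highest in this cluster (not Gata6 and Icam2). Kupffer cells had 2 of 10 and alveolar macrophages 0 of 9, of which 7 were highest in another cluster. All listed genes had UMIs in tissue, and the lists shared 1, 2 and 1 genes with another list. Doublets are argued against, since 6 of the 10 peritoneal genes lay over 2-fold above every other cluster. A peritoneal macrophage-like state is thus a hypothesis, and contact of blood with peritoneal fluid at collection may be its technical route, which was not tested.

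B cell-like cells of ntCZC libraries (275) had higher levels than those of the PBMC library (247) in all 8 genes listed for B-1 cells. The difference was beyond counting error in 5, among them Bhlhe41 (93.7 against 13.1 CPM) and Zbtb32 (115 against 2.62 CPM), and within it in Myo1d, Itgam and Cd5 (exact binomial p 0.367, 0.213 and 1, from 8, 27 and 12 UMIs in ntCZC). B-1 cells may contribute, and the PBMC mouse was 120 days old against 551 to 649 days for ntCZC mice, so age stays open. The p values behind this count treat UMIs, not mice, as units.

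In tissue null replicate 3, 165 of 550 cells of epididymal clusters (30%) had Y-linked and no Xist UMIs, against 2.957% of 7271 other cells (interval 2.58 to 3.37, Fisher's exact p 2.01e-95 across cells). The other cells were uneven, with 23.8% of 126 fibroblast-like, 21.1% of 57 mesothelial-like and 9.26% of 367 macrophage-like cells, but 0.340% of 883 kidney proximal tubule-like and 0.219% of 1829 endothelial-like cells. Cells with both numbered 137, with 347 if the transcripts were independent. This is consistent with male cells in a library labelled female. These are not confined to epididymal clusters, and include fibroblast-like cells, a class in which epididymal genes were called for libraries labelled null. Free RNA of male cells alone would give a like share in every class and is argued against.

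Epididymal transcripts were higher in fibroblast-like and kidney proximal tubule-like cells of tissue libraries labelled null, whose Nalcn level cannot test that label. Free RNA of epididymal cells was predicted to raise the 6 epididymal markers fixed beforehand in most other classes of both null libraries, and this held in 0 of 7 classes. The 0 rested on null replicate 2, where marker sums were 26.8 to 75.6 CPM by class, against 386 to 810 in null replicate 3 and 45.8 to 179 in wt replicate 1. Looking at Gpx5, Spag11b, Defb20 and Cst11 themselves, genes chosen for the pattern, null libraries had Gpx5 at 211 to 514 CPM in the 7 other classes and male wt libraries 0 to 122. Spag11b stood at 109 to 403 against 0 to 50.2 CPM and Defb20 at 141 to 434 against 0 to 111 CPM. The ranges of Cst11 overlapped. The levels of Gpx5, Spag11b and Defb20 argue against a genotype effect confined to fibroblast-like and kidney proximal tubule-like cells. Epididymal clusters held 799 of 7442 and 550 of 7821 cells of null libraries. In male wt they held 102 of 5446, 34 of 14407 and 186 of 4875. Free RNA cannot be told apart from a genotype effect across classes, since the fixed markers in null replicate 2 did not exceed wt replicate 1.

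Neutrophil transcripts were lower in ntCZC het than wt, and with neutrophil-like cells left out 0 genes were called. This does not decide on a different share of neutrophil-like cells, since 5 of the 10 genes (S100a8, S100a9, Csf3r, Cxcr2 and Lcn2) are markers by which the class was named, and their UMIs leave with its cells by construction. Of the 115 such cells, 107 were in wt. How genotype, sorting or bleeding bears on this was not tested.

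Krt80 UMIs were found in 8.112% of thinned tissue monocyte-like cells and 0.991% of tissue epithelial-like cells, which suggests that monocyte-like cells express Krt80 and that its level in ntCZC need not come from epithelium. A Krt80 protein was not measured here.

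All 6 ntCZC cells of epithelial-like clusters held more platelet than epithelial UMIs (818 against 1), and so did 13 of 13 PBMC cells of those clusters, so platelets or platelet-leukocyte aggregates are a candidate source. The epithelial set left out Krt80.

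In the unassigned male tissue library 85.55% of haemoglobin UMIs lay in barcodes with under 200 genes, and its Nalcn level gave a Poisson p of 0.007944. The other unassigned library, female, had 0.475% haemoglobin UMIs.

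For null against het in ntCZC the count was 0, which 34 of 34 fitted splits reach whatever the data, so the splits say nothing about chance there. For ntCZC against tissue, 1 of 100 splits gave as many genes, the real one, so chance is argued against.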
